# Gene Expression Analysis of the Effect of Ischemic Infarction in Whole Blood

**DOI:** 10.3390/ijms18112335

**Published:** 2017-11-05

**Authors:** Ayako Takuma, Arata Abe, Yoshikazu Saito, Chikako Nito, Masayuki Ueda, Yoshiro Ishimaru, Hideki Harada, Keiko Abe, Kazumi Kimura, Tomiko Asakura

**Keywords:** stroke, middle cerebral artery occlusion model, gene expression analysis, messenger RNA, microRNA, rat

## Abstract

Given the abundance of stroke patients and deaths from stroke worldwide, many studies concerning the aftermath of stroke are being carried out. To reveal the precise effect of ischemic infarction, we conducted a comprehensive gene expression analysis. Alongside a middle cerebral artery occlusion (MCAO) Sprague–Dawley rat model, we used a group undergoing sham surgery for comparison, which was the same as MCAO surgery but without blood vessel occlusion. Subsequently, infarction of the brains of MCAO-treated rats occurred, but did not occur in the sham-treated rats. Using whole blood, we carried out DNA microarray analysis, revealing the gene expression alterations caused by stroke. Downregulation of immune pathways and cluster of differentiation (CD) molecules indicated immunodepression. By conducting miRNA microarray analysis, we extracted seven miRNAs as significantly regulated: miR-107-5p, miR-383-5p, miR-24-1-5p, mir-191b, miR-196b-5p, and miR-3552 were upregulated, and mir-194-1 was downregulated. Among these seven miRNAs, three had one target mRNA each that was extracted as differentially expressed, and the expression levels of all pairs were inversely correlated. This indicates the occurrence of miRNA–mRNA regulatory systems in blood: between miR-107-5p and H2A histone family member Z (H2afz), miR-196b-5p and protein tyrosine phosphatase receptor type C (Ptprc), and miR-3552 and serine/arginine-rich splicing factor 2 (Srsf2). Moreover, six miRNAs had matching human miRNAs with similar sequences, which are potential human stroke biomarkers.

## 1. Introduction

Stroke is a major cause of death worldwide, and the numbers of affected patients and associated deaths have been rising. Moreover, these numbers are expected to continue to rise [1]. Against this background, many studies concerning the aftermath of stroke are being conducted.

One major topic of such studies is immunology. Specifically, many experimental and clinical studies have investigated the immune system to determine the pathophysiological changes that occur after stroke [2,3]. It is known that, while an inflammatory response occurs in the brain after stroke, the whole body suffers from an immunodepressed state. Another important topic in this field is the search for biomarkers. Many studies involving the search for biomarkers that enable diagnosis, differentiation between stroke types, and prediction of the reoccurrence of stroke are being undertaken [4]. In addition, some recent studies investigating miRNAs as biomarkers for stroke have been reported [5,6,7,8].

In such studies, the middle cerebral artery occlusion (MCAO) model has been widely utilized [9,10,11]. However, in many of these studies, the MCAO-treated group was compared with a control group that underwent either no surgery at all or sham surgery that only involved cutting open the skin. To overcome this problem and create a more realistic control group, in our study, along with the MCAO model rats, we used sham-operated rats into which we inserted uncoated thread into the blood vessel to imitate the procedure used on the MCAO-operated rats. This enabled us to observe the effect of ischemic infarction more precisely, since any difference in effect between the two groups of undergoing an operation was eliminated.

In this study, we conducted a comprehensive gene expression analysis to investigate the alterations in gene expression after stroke. Upon applying the MCAO and sham methods described above, the difference in gene expression between the two groups could be determined to reflect only the phenomenon of cerebral ischemic infarction, thus providing new insights. We used whole blood and first performed DNA microarray analysis to investigate the comprehensive change in gene expression after stroke. We then analyzed the miRNA in blood using a microarray and determined the correlations between mRNA and miRNA. In the pursuit of new biomarker candidates, we also identified human miRNAs that correspond to the miRNA biomarker candidates.

## 2. Results

### 2.1. Internal Condition of the Brain after Stroke

To investigate the internal condition of the brain of MCAO- and sham-operated rats, 2,3,5-triphenyltetrazolium chloride (TTC) staining was performed. A total of six slices from the ventral side were obtained and subjected to TTC staining. Using the image analysis software ImageJ, total volume (mm^3^), nonedema volume (mm^3^), edema volume (mm^3^), infarct volume (mm^3^), edema index (%), and infarct index (%) for each sample were calculated. For the experiment from this point, three samples of MCAO group were selected by the criterion of infarct index (17–21%), which resulted in *n* = 3 for each group.

For the selected samples, TTC-stained brain slice samples are shown in Figure 1 lined up with the dorsal surface up, from upper left to bottom right. Since TTC stains only living cells, the infarcted areas are shown in white. With the origin of the left MCA occluded, most of the left hemisphere, starting from the striatum to the cortex, was infarcted in the MCAO group. In contrast, sham-operated rats showed no signs of infarction.

The result of image analysis is shown in Table 1. The mean infarct index was 18.94% in the MCAO group, while there was no infarct in the sham group. The mean edema index was 29.08% in the MCAO group, while for the sham group, it was 6.98%, which clearly shows the effect of swelling of the infarct area. These figures show the effect of occlusion in the MCAO group, which cannot be seen in the sham group.

### 2.2. mRNA Expression in Blood

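Whole-blood RNA was measured on 6 GeneChip rat genome arrays, 1 array per rat, with 3 rats in the MCAO group and 3 rats in the sham group. In the MCAO model a coated thread closes the origin of the middle cerebral artery, here for 90 min, whereas the sham rats received an uncoated thread, and blood was taken from the heart 24 h after reperfusion. The authors normalized the 6 arrays together with the DFW (Distribution Free Weighted) method and deposited 1 log2 value per probe set and array, for 31099 probe sets between 4.93 and 14.43. DFW weights the probes of a probe set and contracts differences between arrays. The median SD of a probe set over the 6 arrays was 2.46e-06 and the largest was 1.05, and 12 probe sets ranged over more than 0.1 between arrays. Differences given here are therefore log2 differences on the DFW scale, not fold changes of the raw intensities. The median value was 5.56433 in MCAO rat 1 and between 5.56438 and 5.5644 in the other rats. An offset of this size in 1 array would give every probe set an SD well over 2.46e-06. The gap is therefore no offset of the whole array, and centring the arrays on the median adds a shift to MCAO rat 1. Centring changed calls of gene lists, but is no test of them, here and below. Rank Products, the method named by the paper, was run on 31042 probe sets after leaving out 57 control probe sets. It ranked the 9 differences between an MCAO array and a sham array, with 100 permutations and an FDR threshold of 0.05. Each probe set was also given a log2 difference (MCAO minus sham) with a standard error (SE) from limma, and an exact two-sided permutation test, which cannot go below p = 0.1 with 3 rats against 3. Of the probe sets tested, 20837 carry 1 gene symbol, 425 carry several and 9780 carry none. Gene lists of blood cell types and pathways were tested as wholes with camera of limma at a preset correlation of 0.01 between genes. The number of arrays limits the precision of all values.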

To investigate the genetic changes caused by stroke, gene expression in the blood was analyzed and compared between the MCAO and sham groups. A total of 232 probe sets (Table S1), which met the criterion of false discovery rate (FDR) <0.05, were extracted as differentially expressed genes (DEGs): 42 probe sets were upregulated in the MCAO group and 190 were downregulated when compared with the sham group. 

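In the deposited values, 227 probe sets were called at an FDR under 0.05, of which 39 were upregulated and 188 were downregulated in the MCAO group. Heat shock genes were among those upregulated. The probe sets that Table S1 gives as Hsp90aa1, a chaperone induced by stress, had means of 7.88 ± 0.065 in the MCAO group and 7.67 ± 0.11 in the sham group at 1 probe set, and of 8.42 ± 0.051 and 8.26 ± 0.095 at the other (SD, n = 3 each). Both also match other loci in the annotation. Of 38 measured genes of the heat shock protein and co-chaperone list, 6 were upregulated (Cacybp, Dnaja1, Dnajb1, Hsp90ab1, Hspa1a and Hsph1), none was downregulated and 32 were not called, with 10 higher and 3 lower when adjusted over the list alone. Hsph1 had a log2 difference of 0.13 (SE 0.067), Hspa1a, the inducible Hsp70, of 0.032 (SE 0.040), and Dnaja1, an Hsp70 co-chaperone, of 0.0090 (SE 0.0023). In 4 of the 38 genes every MCAO rat lay below every sham rat and in 2 above, where chance gives 10% for both together. As a whole the list was not called by camera (adjusted p = 0.337). Its direction turned from higher to lower after quantile normalization (0.903) and without the members in the readable part of Table S1 (0.903). It also turned with arrays centred on the median (0.482), which is no test. Slc18a2 and Rab27b, which serve platelet granules, were higher by log2 differences of 0.0011 (SE 0.00010) and 0.00071 (SE 0.00012).
Among the downregulated genes, Arpc2, a subunit of the Arp2/3 complex that nucleates actin filaments, had log2 differences of -0.055 (SE 0.020) and -0.020 (SE 0.0085) at its 2 probe sets. Phf7, a PHD finger protein, had -0.057 (SE 0.017) and -0.023 (SE 0.0073), Bap1, a deubiquitinase, had -0.025 (SE 0.0090), Ighvl1, an immunoglobulin heavy chain gene, had -0.020 (SE 0.011), and Memo1 had -0.011 (SE 0.0029). At these probe sets every MCAO rat lay below every sham rat, as every MCAO rat lay above for Hsp90aa1, Dnaja1, Slc18a2 and Rab27b (exact permutation p = 0.1 for each, the smallest possible). Such a separation was seen in 99 of the 227 called probe sets, 83 downregulated and 16 upregulated. In 20 simulated experiments with no group difference, described below, 70 to 116 called probe sets were so separated, so the 99 decide nothing. Among all probe sets 8.41% were separated, where chance gives 10%. RT1-CE10 and RT1-CE12, of MHC class I, had log2 differences of -0.043 (SE 0.019) and -0.038 (SE 0.021). For RT1-CE10, sham rat 1 lay at 6.91, within the MCAO rats, and sham rats 2 and 3 at 6.98 and 6.97. RT1-T24-4, another class I gene, was called higher in the MCAO group with a log2 difference of 0.93 (SE 0.79), where sham rat 3 alone was low at 5.58, and it was called lower without MCAO rat 3 (FDR 0.0012). By limma none of the probe sets was called, and 1150 had an unadjusted p under 0.05. This lies within the range of the other splits of the 6 arrays into 3 and 3, which gave 791 to 4044. In the real split the number was 440 with arrays centred on the median, and 380 after quantile normalization, where 62 were called. The count of 227 became 347 and 386 without MCAO rat 1 or 3, and 63, 23 and 14 without sham rat 1, 2 or 3, and 20 simulated experiments with no group difference, in which each probe set kept its own SD, gave 165 to 243 calls, with 74 to 134 lower and 70 to 129 higher.

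**Figure D1:**
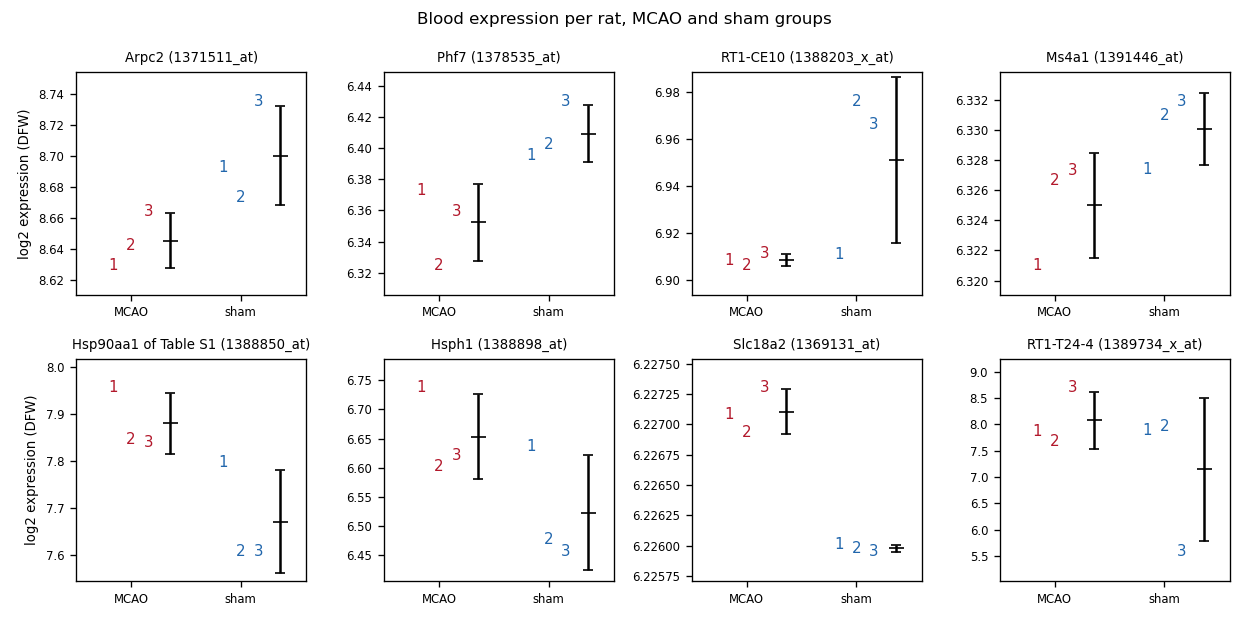
Log2 expression (DFW scale, y axis) of 8 probe sets in each rat, where the digits mark the rat of each group and the bars show the mean and SD (n = 3). The y axes differ between panels and do not start at 0. Arpc2 lay lower in all 3 MCAO rats and Hsp90aa1 higher, whereas Hsph1 and RT1-CE10 overlapped at sham rat 1 and RT1-T24-4 was set apart by sham rat 3 at 5.58.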

To evaluate overall gene expression, we performed principal component analysis (PCA). 

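RT1-T24-4, an MHC class I gene, carried most of the variance between the arrays at a single probe set. It held 96.6% of the squared loading of the first component when probe sets were centred and not scaled, and this component held 92.5% of the variance. Sham rat 3 had a score of 2.06 on it. The other sham rats had scores of -0.291 and -0.292, and the MCAO rats had scores of -0.289, -0.0845 and -1.10. The second component held 5.16% of the variance, with RT1-EC2 at 26.3% of its squared loading, the 2 probe sets that Table S1 gives as Hsp90aa1 at 19.4% and 12.7%, and Hsph1 at 10.5%. RT1-EC2, a class I gene, was named after its loading was seen. Scores on this component were -0.322, -0.160 and 0.124 in MCAO rats 1 to 3 and -0.101, 0.402 and 0.0572 in sham rats 1 to 3. The mean distance between arrays of different groups was 0.990 times that between arrays of the same group (exact permutation test over the 10 splits of the 6 arrays, one-sided p = 0.6, where the smallest possible is 0.1). With each probe set scaled to unit variance, where no single gene dominates, the first component held 34.9% of the variance and the ratio was 0.986 (exact p = 0.6). Without sham rat 1 or 2 the ratio rose above 1, to 1.37 (exact p = 0.2) and 1.27 (exact p = 0.4), and without MCAO rat 3 it was 0.769 (exact p = 0.9).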

There was general clustering of the samples within each group, indicating the difference between them (Figure 2).

To examine the DEGs further, we performed canonical pathway analysis and listed the pathways regulated by the DEGs. Pathways with *p*-value < 0.05 and |*Z*-score| ≥ 2 were extracted as being significantly regulated (Table 2). Among these pathways, immune-related ones were significantly downregulated, such as CD28 signaling in T helper cells, role of NFAT in regulation of the immune response, fMLP signaling in neutrophils, CXCR4 signaling, Fcγ receptor-mediated phagocytosis in macrophages and monocytes, and IL-8 signaling.

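Lymphocyte and MHC class II genes lay lower in the MCAO group. Of 18 measured genes of the B cell list, 3 were downregulated and none was upregulated (6 lower when adjusted over the list alone). They were Ms4a1, which encodes CD20, with a log2 difference of -0.0051 (SE 0.0023), Fcmr, the receptor for IgM, with -0.0048 (SE 0.0022), and Cr2, a complement receptor, with -0.00083 (SE 0.00033). In 9 of the 18 genes every MCAO rat lay below every sham rat, where chance gives 10% for separation in either direction. For the T cell list, 3 of 27 genes were so separated below and 1 above. For the NK and cytotoxic cell list 1 of 24 was separated below, and for MHC class II genes 1 of 9. The lists differ in size and were not tested against each other, and the genes of a list are not independent. Of 27 genes of the T cell list, Cd3g, Satb1 and Tcf7 were downregulated and none was upregulated (9 lower when adjusted over the list alone). Tcf7, a transcription factor of T cells, had -0.0060 (SE 0.0040). Of 24 genes of the NK and cytotoxic cell list, Ccl5 and Prf1, the pore-forming perforin, were downregulated (4 lower when adjusted over the list alone). Of 9 genes of the MHC class II list, Cd74, RT1-Da and RT1-Db1 were downregulated (4 lower and 1 higher when adjusted over the list alone), and RT1-Da had -0.015 (SE 0.0095). The mean was lower in the MCAO group for all 9, the 1 called higher over the list alone included. By camera these lists were lower as wholes, with adjusted p = 1.58e-06 for B cell, 0.000836 for T cell, 0.0285 for NK and cytotoxic cell and 0.0136 for MHC class II genes. With an estimated correlation between genes none was called (adjusted p = 0.412 for the B cell list and 0.495 for each of the others). In the same rats the erythroid list was lower (adjusted p = 5.49e-06), and the neutrophil (adjusted p = 0.0442) and platelet (adjusted p = 0.00841) lists were higher. These 3 calls were also lost with an estimated correlation (adjusted p = 0.495, 0.503 and 0.541). The neutrophil and platelet lists turned lower without MCAO rat 3 (0.531 each). They also turned lower with arrays centred on the median (0.769 and 0.484), which is no test. The erythroid call was lost after quantile normalization (0.0627). Of all 188 downregulated probe sets, 174 had their highest value in sham rat 2 or 3, as had the 13 among them that are of the lymphocyte and MHC class II genes, where Ebf1 and RT1-Ba were called at a probe set other than the 1 that stands for the gene in its list.
Table S1 gives 31 probe sets for the molecules of Table 2, of which 23 were called lower and 8 higher, each in the direction that Table S1 lists. They were chosen on these rats, so this is not independent evidence. The higher ones were those of Hsp90aa1, Hsp90ab1, Hspa1a, Hspa8 and Acer2, a ceramidase. Among the lower ones, Irak1, a kinase of interleukin 1 receptor signaling, had -0.0031 (SE 0.00078), Prkcb, a protein kinase C, had -0.0036 (SE 0.0021), Akt2 had -0.0014 (SE 0.00053), and Cybb, the catalytic subunit of the phagocyte NADPH oxidase, had -0.0090 (SE 0.013). The wider pathway lists hold part of these molecules and none of the higher ones, and had no upregulated member. Downregulated were 8 of 50 genes of T cell receptor and CD28 signaling (14 lower and 1 higher when adjusted over the list alone), 2 of 29 of NFAT and calcineurin (3 lower), 4 of 20 of the fMLP receptor and NADPH oxidase (5 lower), 6 of 30 of CXCR4 (7 lower), 5 of 37 of Fcγ receptor phagocytosis (12 lower) and 8 of 39 of the interleukin 8 receptor (10 lower). As wholes, the T cell receptor and CD28 list (adjusted p = 0.00160) and a list of 32 genes of the leukocyte actin cytoskeleton with 7 downregulated members (18 lower and 1 higher when adjusted over the list alone; adjusted p = 0.00262) were lower, with adjusted p = 0.495 and 0.554 with an estimated correlation. The other lists were not called, with adjusted p = 0.114 for NFAT, 0.275 for fMLP, 0.0754 for CXCR4, 0.342 for Fcγ receptor and 0.121 for interleukin 8. All 5 were called lower without MCAO rat 3 (adjusted p from 0.000228 to 0.00441). They were also called lower with arrays centred on the median (1.86e-07 to 0.00114), which is no test. Their direction turned to higher without MCAO rat 1 for NFAT (0.966), fMLP (0.679) and Fcγ receptor (0.235), without sham rat 2 for Fcγ receptor (0.990), and without the members in Table S1 for Fcγ receptor (0.903) and interleukin 8 (0.935). Without MCAO rat 1 the call was lost for the T cell (adjusted p = 0.123), NK cell (0.246), MHC class II (0.446), T cell receptor (0.446) and actin (0.966) lists, and without sham rat 2 for the same lists (0.0624, 0.56, 0.0721, 0.0624 and 0.0624), as it was for MHC class II without sham rat 3 (0.0534) and for NK cells without MCAO rat 2 (0.354). The call was also lost for NK cells after quantile normalization (0.541), among the brighter probe sets (0.0627) and with rats as blocks (0.0642), and for MHC class II among the brighter probe sets (0.0627). The B cell list was called whichever rat was left out (adjusted p from 9.03e-09 to 0.000387), and of these lists only the B cell and T cell lists were called without the members that are in the readable part of Table S1 (0.000766 and 0.00497). The paper takes the downregulation of the immune-related pathways in blood, together with that of CD molecules, as a sign of immunosuppression after stroke.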

Since the canonical pathway analysis showed the downregulation of immune-related pathways in the MCAO group, we investigated immune-related genes among the DEGs. 

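The probe set of Cd74, the invariant chain of MHC class II, lay at 7.85 ± 0.022 in the MCAO group and 7.87 ± 0.0066 in the sham group (SD, n = 3 each), a log2 difference of -0.021 (SE 0.012) with an FDR of 0 in 100 permutations. Cd36, a scavenger receptor, had a log2 difference of -0.0090 (SE 0.0069, FDR 0.0222) at the first probe set of Table 3 and of -0.0061 (SE 0.0050, FDR 0.0391) at the second, which also matches other loci. Cd59, an inhibitor of complement named Cd59b in the current annotation, had -0.0034 (SE 0.0023, FDR 0.0173), Cd47, which protects cells from phagocytosis, had -0.0026 (SE 0.0012, FDR 0.0187), and Cd3g, a chain of the T cell receptor complex, had -0.0031 (SE 0.0021, FDR 0.0483). At each of these 6 probe sets the groups overlapped (exact permutation p from 0.2 to 0.4). The study chose these genes on these rats. Among 59 measured genes of the CD molecule list, they were the 5 downregulated genes, none was upregulated and 54 were not called (11 lower and 1 higher when adjusted over the list alone). The list does not hold every CD molecule. Ms4a1 (CD20) and Ptprc (CD45) are outside it and were called lower. Cd53, a tetraspanin of leukocytes, had -0.0074 (SE 0.0085, FDR 0.0918). The mean was lower in the MCAO group for 37 of the 59. As a whole the list was lower by camera (adjusted p = 0.0404), with adjusted p = 0.495 with an estimated correlation 0.118 among the brighter probe sets, 0.216 after quantile normalization and 0.152 without the genes that are in the readable part of Table S1. Of 30 monocyte and macrophage genes, Cd36 and Cybb were downregulated and none was upregulated (3 lower and 1 higher when adjusted over the list alone), and the list was not called as a whole (adjusted p = 0.912). Of the 6 probe sets, 3, 1 and 0 were called without sham rat 1, 2 or 3, and the list of CD molecules was not called without MCAO rat 1 (adjusted p = 0.59), sham rat 2 (0.245) or sham rat 3 (0.156).

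**Figure D2:**
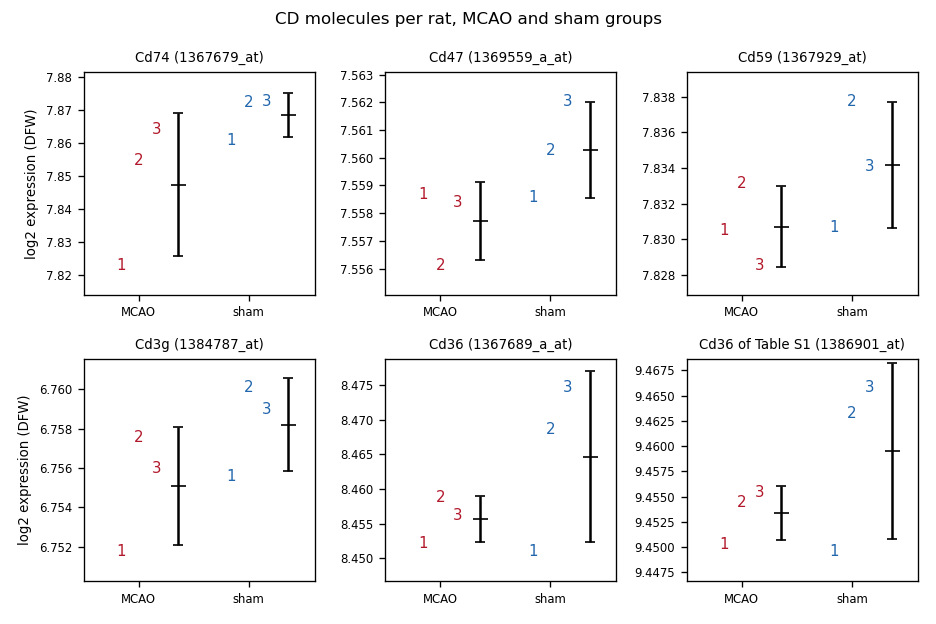
Log2 expression (DFW scale, y axis) of the 6 CD molecule probe sets in each rat, where the digits mark the rat of each group and the bars show the mean and SD (n = 3). The y axes differ between panels and do not start at 0. For Cd74 the values ran from 7.82 in MCAO rat 1 to 7.87 in sham rats 2 and 3, and in each panel at least 1 sham rat lay within or below the MCAO rats.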

We found that immune-related CD molecules such as CD36, CD3g, CD47, CD59, and CD74 were downregulated (Table 3).

### 2.3. miRNA Expression

Since miRNAs circulate in the body through the blood vessels, they regulate gene expression in the cells of various tissues. We thought that changes in mRNA expression in blood may be regulated by miRNAs originating in the brain and circulating in the blood. Therefore, we analyzed and compared the expression of miRNAs in the blood between the MCAO and sham groups. By using Affymetrix Transcriptome Analysis Console (TAC) software, we found seven miRNAs that were significantly regulated and that fulfilled the applied criteria (ANOVA *p*-value < 0.05, |fold change| ≥ 1.5) (Table 4). Six of them, namely, rno-miR-107-5p, rno-miR-383-5p, rno-miR-24-1-5p, rno-mir-191b, rno-miR-196b-5p, and rno-miR-3552, were upregulated, while only rno-mir-194-1 was downregulated in the MCAO group compared with the sham group.

To examine the changes caused by the miRNAs, target genes of the mature miRNAs were searched for in the database miRDB. Among the target genes of the significantly regulated mature miRNAs, there were three mRNAs that were in common with the DEGs extracted by DNA microarray analysis of the blood sample (Table S1). H2A histone family member Z (H2afz), protein tyrosine phosphatase receptor type C (Ptprc), and serine/arginine-rich splicing factor 2 (Srsf2) were extracted as target genes of rno-miR-107-5p, rno-miR-196b-5p, and rno-miR-3552, respectively. In all cases, there were inverse relationships between the expression patterns of the miRNAs and associated mRNAs: the three miRNAs were all upregulated, and the extracted target mRNAs were all downregulated (Table 4).

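All 3 mRNAs were called lower in the MCAO group at the probe sets of Table S1, while the miRNA arrays were not analysed here. Ptprc, the leukocyte phosphatase CD45, had means of 7.66 ± 0.012 in the MCAO group and 7.67 ± 0.0037 in the sham group (SD, n = 3 each), a log2 difference of -0.0071 (SE 0.0067) with an FDR of 0.0301. H2afz, a histone variant named H2az1 in the current annotation, had -0.0059 (SE 0.0072, FDR 0.0469), and Srsf2, a splicing factor, had -0.0030 (SE 0.0024, FDR 0.0497). The groups overlapped for all 3 (exact permutation p = 0.5 for Ptprc, 0.6 for H2afz and 0.3 for Srsf2). MCAO rat 1 was the lowest of the 6 rats in each case, at 7.65, 7.51 and 6.79. A second probe set of Ptprc had -0.00077 (SE 0.0011, FDR 0.380) and a second of Srsf2 had -3.7e-06 (SE 5.2e-06, FDR 1), and neither was called. None of the 3 was called without MCAO rat 1 or without any 1 of the sham rats, nor among the brighter 15521 probe sets, after quantile normalization or by rank sums. Among the brighter probe sets the FDR also rose for the CD molecules of Table 3, for Cd47 from 0.0187 to 0.0477. The rise in that setting is therefore not particular to these mRNAs.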

To investigate the possibility of applying these miRNAs as human stroke biomarkers, human miRNAs that correspond to these rat miRNAs were identified. Using the database miRBase, human miRNAs with sequences similar to the significantly regulated miRNAs were extracted. All rat miRNAs except one had corresponding human RNAs, and one miRNA pair, hsa-miR-196b-5p and rno-miR-196-5p, had identical sequences (Table 5).

## 3. Discussion

### 3.1. Immunodepression after Stroke

In this study, we conducted a comprehensive gene expression analysis to assess the effect of infarction. The results revealing the downregulation of immune-related pathways (Table 2) and CD molecules (Table 3) in blood indicated that immunosuppression occurred after stroke. This is consistent with previous studies on the alteration of lymphocytes: it was previously reported that the numbers of B cells, T cells, and NK cells in blood decline in MCAO-treated mice [12]. It was also described that stroke-induced immunodeficiency promotes bacterial infections. Although many other studies investigating the immunodepression after stroke have been reported [2,3], the downregulated pathways found in this study may be key to revealing the mechanisms underlying this phenomenon.

While the analysis of rat models revealed immunodepression, this may also be key to revealing the mechanism of immunodepression in stroke patients. In a clinical context, post-stroke pneumonia is a problem; for example, 30-day mortality in stroke patients with pneumonia is 26.9%, compared with 4.4% in those without it [13]. Post-stroke dysphagia and aspiration pneumonia have been considered to be the causes of post-stroke pneumonia, but only 53.8% of patients with post-stroke pneumonia suffer from dysphagia [14]. Immunodeficiency could also be a cause of post-stroke pneumonia [15,16]. In our study, we identified several pathways that may lead to disorder of the immune system. These pathways are possible targets of medical treatments that could prevent post-stroke pneumonia.

### 3.2. mRNA–miRNA Correlation

miRNAs can be transported through the blood–brain barrier (BBB) and through the blood vessels, regulating genes in remote cells [17]. Generally, miRNAs silence particular mRNAs with matching sequences, so there is an inverse relationship between the expression levels of a mRNA and its associated miRNA [18]. In our study, there were three target genes of the significantly regulated mature miRNAs included among the DEGs extracted by DNA microarray analysis of the blood samples (Table 5). In addition, the expression levels of all three miRNA and mRNA pairs were inversely correlated, namely, downregulation of the miRNAs and upregulation of the mRNAs. Therefore, the miRNAs identified in our experiment may be the cause of alterations in the expression of the mRNAs. For example, Ptprc, one of the mRNAs, is known as an important factor in lymphocyte activation and thymic development [19]. Therefore, the regulatory system between miR-196b-5p and Ptprc may be behind the immunodepression after stroke. This information may be helpful to reveal the general mechanisms that occur after ischemic infarction.

### 3.3. miRNA as Novel Biomarkers

Among the seven miRNAs extracted from rat models, human miRNAs with similar sequences were identified for six of them. Furthermore, miR-196b-5p had the exact same sequence between these two species (Table 5). Since the conservation of miRNA sequences between species is high, these miRNAs have potential as biomarkers for human stroke. Some of the blood miRNAs found in rat models were previously reported in brain, hyperoxia, or stress-related diseases, but not in stroke (Table S2) [20,21,22,23,24,25]. In addition, many of the human miRNAs with similar sequences were reported to be related to several diseases, but none was reported to be related to stroke (Table S3) [26,27,28,29,30,31,32,33,34,35,36].

Although there are many studies reporting potential biomarkers for stroke, none was identical with the miRNAs found in this study. The reason for this might rely on the variability of the study. For example, there are studies conducted using different species: humans and rodents [5,7,8]. Although miRNAs are thought to be consistent between species, this can be a great factor of variability. Even when using MCAO model on rodents, the occlusion process varies, such as permanent MCAO model and transient MCAO model [37]. These variabilities might lead to the difference of phenomenon occurring in the body after stroke, resulting in the variety of miRNAs extracted as potential biomarkers.

Overall, the potential biomarker miRNAs in this study were found by focusing on the phenomenon of blood vessel occlusion. By conducting further studies such as using blood samples from human patients, these miRNAs may be validated as novel biomarkers for stroke.

## 4. Materials and Methods

### 4.1. Animals

Male Sprague–Dawley rats (CLEA Japan Inc., Tokyo, Japan), eight weeks of age, weighing 260–300 g, were used in this study (*n* = 14). The rats had free access to food and water and were housed in a temperature- and humidity-controlled room with a 12-h light/dark cycle.

All procedures involving animals conformed to the guidelines for the proper conduct of animal experiments at The University of Tokyo, and were approved by the Animal Care and Use Committee of The University of Tokyo (permit number: P15-147). All surgeries were performed under isoflurane (Wako Pure Chemical Industries, Ltd., Osaka, Japan) anesthesia, and all efforts were made to minimize suffering.

### 4.2. MCAO for Blood Samples

The rats were divided into two groups, MCAO and sham (MCAO: *n* = 11, sham: *n* = 3), and were subjected to MCAO or sham surgery, respectively. Anesthesia was induced with 5% (*v*/*v*) isoflurane and maintained with 2.5% (*v*/*v*) isoflurane. The left common, internal, and external carotid arteries were exposed through a midline cervical incision, and the common and external carotid arteries were ligated using 4-0 silk sutures. For the MCAO group, silicone rubber-coated 4-0 nylon thread with a round tip was inserted through the left internal carotid artery to occlude the origin of the MCA. For the sham group, the same procedure was followed using uncoated 4-0 nylon thread [38]. Both groups were returned to their home cages with free access to food and water and kept in an incubator maintained at 37.5 °C for 90 min [39]. After that, reperfusion was performed by withdrawing the thread and, 24 h after the reperfusion, the rats were anesthetized and the blood was collected from the heart. The blood samples were stored in tubes with TRIzol LS Reagent (Thermo Fisher Scientific, Waltham, MA, USA) at −80 °C.

### 4.3. Measurement of Infarct Volume

Twenty-four hours after reperfusion, the brain was extracted and cut coronally into 2-mm-thick slices using a brain matrix. These slices were stained with TTC (Sigma-Aldrich, St. Louis, MO, USA) to distinguish the infarct part [40]. Photographs of the stained slices were taken using a COOLPIX S9900 digital camera (Nikon, Tokyo, Japan). Using the image analysis software ImageJ (National Institutes of Health), the infarct area was determined by an investigator blinded to the treatment group, in accordance with a previously reported method [41,42,43]. Since the infarct area tends to swell, the method was used with the intention of removing the effect of edema. The volume was calculated by multiplying the area by the thickness of the slice. For each sample, parameters were calculated as follows:

Nonedema volume = (contralateral hemisphere) × 2;
Edema volume = (ipsilateral hemisphere) − (contralateral hemisphere);
Infarct volume = (contralateral hemisphere) − (noninfarcted part of ipsilateral hemisphere);
Edema index = (edema volume)/(contralateral hemisphere);
Infarct index = (infarct volume)/(nonedema volume).

For the experiment from this point, three samples of MCAO group were selected by the criterion of infarct index (17–21%), which resulted in *n* = 3 for each group.

### 4.4. RNA Isolation

Total RNA was extracted from whole blood using TRIzol LS Reagent, following the manufacturer’s protocol. For the mRNA samples, total RNA was purified with the RNeasy Mini Kit (Qiagen, Hilden, Germany). The concentration and purity were checked using a NanoDrop-1000 spectrophotometer (Thermo Fisher Scientific) and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). For the miRNA samples, the total RNA was used without purification. The concentration and purity were checked with a NanoDrop-1000 spectrophotometer.

### 4.5. DNA Microarray Analysis

Biotin-labeled cRNA was synthesized using a Genechip 3′ IVT PLUS Reagent Kit (Thermo Fisher Scientific). After fragmentation, each sample was hybridized onto a GeneChip Rat Genome 230 2.0 Array (Thermo Fisher Scientific). The procedure was conducted following the manufacturer’s protocol. Statistical analysis was performed with the statistical software program R (ver. 2.7.2, 3.1.2). The CEL files were normalized using the DFW method (R ver. 2.7.2), and PCA was performed using R ver. 3.1.2. Using the Rank Products method (R ver. 3.1.2), probe sets that met the criterion of FDR < 0.05 were extracted as DEGs. Canonical pathway analysis of the DEGs was performed with Qiagen’s Ingenuity Pathway Analysis (IPA, www.qiagen.com/ingenuity) (Qiagen). Pathways with *p*-value < 0.05 and |*Z*-score| ≥ 2 were extracted as being significantly regulated. The microarray data discussed in this report have been deposited in the NCBI’s Gene Expression Omnibus database, and are accessible through GEO Series accession numbers GSE97532 and GSE97533 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97532, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE97533).

### 4.6. miRNA Microarray Analysis

Biotin-labeled RNA was synthesized using a FlashTag Biotin HSR RNA Labelling Kit (Thermo Fisher Scientific). Each sample was hybridized onto a GeneChip miRNA 4.0 Array (Thermo Fisher Scientific), following the manufacturer’s protocol. CEL files were converted to CHP files with the Affymetrix Expression Console software (version 1.4.1, Thermo Fisher Scientific). Statistical analysis was performed by Affymetrix TAC software (version 3.1, Thermo Fisher Scientific) and the genes that met the criteria (ANOVA *p*-value < 0.05 and |fold-change| ≥ 1.5) were extracted as significantly regulated miRNAs. Using the database miRDB (http://mirdb.org), target genes for the miRNAs with a target score ≥80 were extracted [44]. In addition, by using the database miRBase (http://www.mirbase.org, release 21), human miRNAs with sequences similar to the significantly regulated miRNAs were extracted.

## Figures and Tables

**Figure 1:**
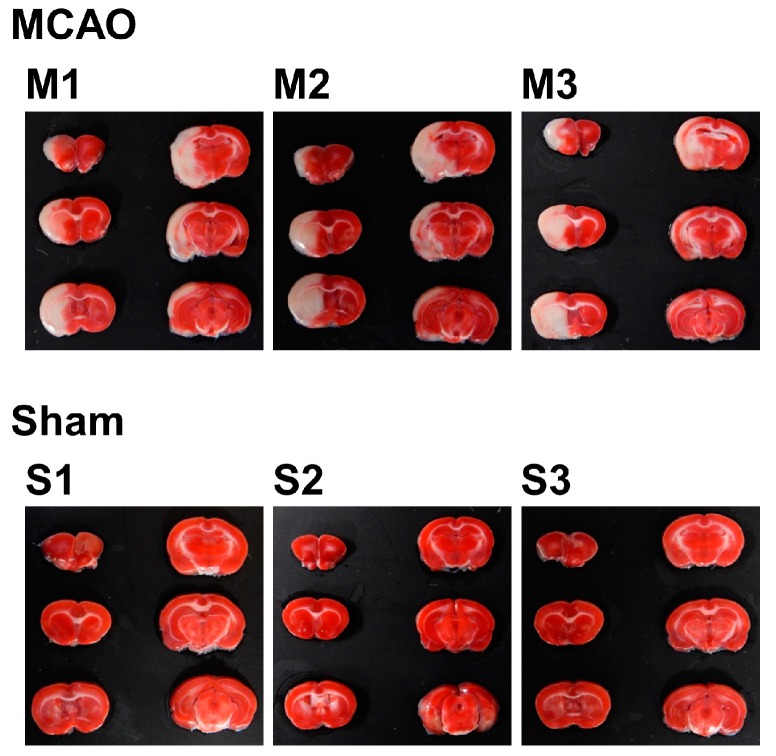
2,3,5-triphenyltetrazolium chloride (TTC)-stained brain slices of MCAO- or sham-treated rats. The slices were taken from the ventral side and lined up from upper left to bottom right, with the dorsal surface up. The infarcted area is shown as the white part.

**Figure 2:**
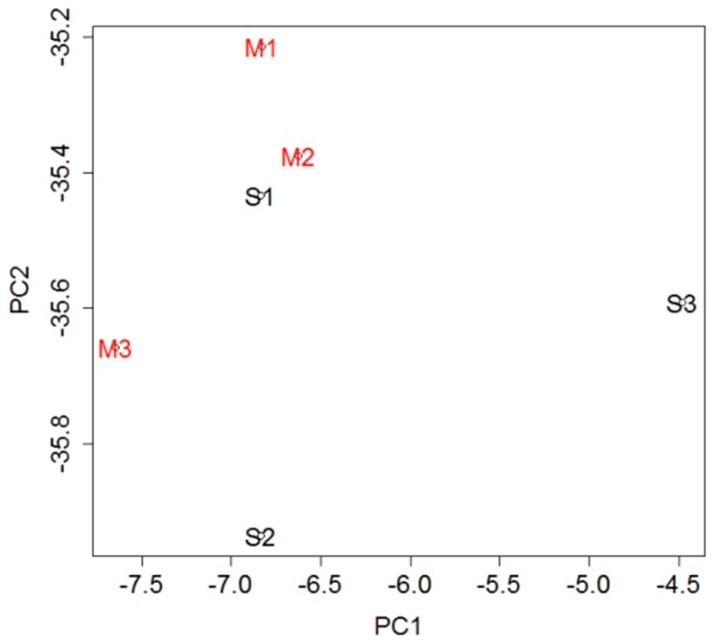
Principal component analysis (PCA) using expression levels of all probe sets. The general clustering of the samples within each group indicates the difference between the groups.

**Table 1:** Image analysis of middle cerebral artery occlusion (MCAO)- or sham-treated brain slices.

	Total Volume (mm^3^)	Nonedema Volume (mm^3^)	Edema Volume (mm^3^)	Infarct Volume (mm^3^)	Edema Index (%)	Infarct Index (%)
MCAO						
M1	1326.83	1177.82	149.00	215.50	25.30	18.30
M2	1394.82	1227.18	167.63	255.50	27.32	20.82
M3	1503.44	1281.54	221.90	226.85	34.63	17.70
Mean	1408.36	1228.85	179.51	232.62	29.08	18.94
Sham						
S1	1319.66	1254.14	65.51	0.00	10.45	0.00
S2	1324.36	1289.78	34.58	0.00	5.36	0.00
S3	1275.43	1243.52	31.91	0.00	5.13	0.00
Mean	1306.48	1262.48	44.00	0.00	6.98	0.00

Result of image analysis and measurement of infarct volume. Each parameter is calculated as follows: nonedema volume = (contralateral hemisphere) × 2; edema volume = (ipsilateral hemisphere) − (contralateral hemisphere); infarct volume = (contralateral hemisphere) − (noninfarcted part of ipsilateral hemisphere); edema index = (edema volume)/(contralateral hemisphere); infarct index = (infarct volume)/(nonedema volume).

**Table 2:** Significantly regulated pathways in blood derived from differentially expressed genes.

Ingenuity Canonical Pathways	−log(*p*-Value)	*Z*-Score	Molecules
PI3K signaling in B lymphocytes	2.00	2.00	Cr2, Chp1, Prkcb, Ptprc, Akt2
CD28 signaling in T helper cells	4.41	−2.00	Arpc2, Cd3g, Rt1-Ba, Rt1-Db1, Chp1, Ptprc, Akt2, Rt1-Da
Role of NFAT in regulation of the immune response	3.20	−2.00	Cd3g, Rt1-Ba, Rt1-Db1, Gna12, Chp1, Gng12, Akt2, Rt1-Da
eNOS signaling	2.18	−2.00	Hspa1a, Hspa8, Prkcb, Hsp90ab1, Hsp90aa1, Akt2
Sphingosine-1-phosphate signaling	2.17	−2.00	Rhoh, Gna12, Acer2, Akt2, S1pr1
fMLP signaling in neutrophils	2.07	−2.00	Arpc2, Chp1, Gng12, Prkcb, Cybb
CXCR4 signaling	2.04	−2.00	Rhph, Gna12, Myl12b, Gng12, Prkcb, Akt2
G beta gamma signaling	1.64	−2.00	Gna12, Gng12, Prkcb, Akt2
Fcγ receptor-mediated phagocytosis in macrophages and monocytes	1.57	−2.00	Arpc2, Vamp3, Prkcb, Akt2
Gαq signaling	1.51	−2.00	Rhoh, Chp1, Gng12, Prkcb, Akt2
Signaling by rho family GTPases	1.32	−2.00	Arpc2, Rhoh, Gna12, Myl12b, Gng12, Cybb
Integrin signaling	2.01	−2.24	Arpc2, Rhoh, Itgal, Pfn1, Myl12b, Ppp1cb, Akt2
IL-8 signaling	2.88	−2.65	Rhoh, Irak1, Cr2, Gna12, Gng12, Prkcb, Cybb, Akt2

Pathways with *p*-value < 0.05 and |*Z*-score| ≥ 2, extracted by canonical pathway analysis using IPA. *Z*-score ≥ 2 indicates upregulation and *Z*-score ≤ −2 indicates downregulation in the MCAO group compared with the sham group. Molecules indicate the DEGs included in the pathway (Table S1).

**Table 3:** CD molecules found among the differentially expressed genes from blood samples.

Gene Symbol	Gene Name	Probe Set ID	FDR (M < S)
Cd36	CD36 molecule (thrombospondin receptor)	1367689_a_at	0.0212
		1386901_at	0.0357
Cd3g	CD3 molecule, gamma	1384787_at	0.0466
Cd47	Cd47 molecule	1369559_a_at	0.0192
Cd59	CD59 molecule, complement regulatory protein	1367929_at	0.0186
Cd74	Cd74 molecule, major histocompatibility complex, class II invariant chain	1367679_at	0.0003

Immune-related CD molecules included among the DEGs from blood. FDR (M < S) < 0.05 indicates downregulation in the MCAO group compared with the sham group.

**Table 4:** Significantly regulated miRNAs in blood.

	Signal					
miRNA	MCAO	Sham	Fold Change	*p*-Value	Target Gene	Target mRNA
miR-107-5p	1.08	0.19	1.85	0.022	69	H2afz (M < S)
miR-383-5p	4.26	3.39	1.83	0.024	19	
miR-24-1-5p	2.58	1.91	1.59	0.031	21	
mir-191b	1.06	0.41	1.57	0.004		
miR-196b-5p	1.51	0.90	1.53	0.050	22	Ptprc (M < S)
miR-3552	0.98	0.37	1.52	0.002	74	Srsf2 (M < S)
mir-194-1	0.20	0.99	−1.72	0.017		

miRNAs within ANOVA *p*-value < 0.05 and |fold change| ≥ 1.5. Signal column shows the log2 value of the mean signal of samples from each group. Fold change ≥ 1.5 indicates upregulation and fold change ≤ −1.5 indicates downregulation in the MCAO group compared with the sham group. Target gene column shows the number of target genes of the mature miRNAs from the database miRDB. Target mRNA column shows the target genes that coincide with the DEGs extracted by DNA microarray analysis of the blood sample. M < S indicates that the mRNA is downregulated in the MCAO group compared with the sham group.

**Table 5:** Human miRNAs with sequences similar to significantly regulated miRNAs found in rat blood samples.

Rat miRNA	Sequences	Human miRNA	Sequences	Mismatch
miR-107-5p	24, 1–23	hsa-miR-103a-2-5p	23, 1–23	1
rno-miR-383-5p	21, 2–21	hsa-miR-383-5p	22, 1–20	1
rno-miR-24-1-5p	22, 2–22	hsa-miR-24-1-5p	22, 1–21	0
	22, 2–18	hsa-miR-24-2-5p	22, 1–17	1
rno-mir-191b	120, 15–104	hsa-mir-191	92, 2–91	30
	120, 22–84	hsa-mir-4653	83, 15–77	25
rno-miR-196b-5p	22, 1–22	hsa-miR-196b-5p	22, 1–22	0
	22, 1–22	hsa-miR-196a-5p	22, 1–22	1
rno-miR-3552	21			
rno-mir-194-1	83, 1–83	hsa-mir-194-1	85, 1–84	12
	83, 11–67	hsa-mir-194-2	85, 11–68	10
	83, 60–78	hsa-mir-548az	95, 39–57	1

The human miRNAs were extracted using the database miRBase. The numbers in the “Sequences” columns indicate miRNA length and the position of the sequence aligned between the corresponding miRNAs (start–end). The “Mismatch” column shows the number of different bases included in the aligned sequences.

## Supplementary Materials

Supplementary materials can be found at www.mdpi.com/1422-0067/18/11/2335/s1.

How the deposited data were processed for this re-analysis (not part of the article)

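Whole-blood RNA of 3 MCAO rats and 3 sham rats was measured on 6 arrays, 1 per rat. As deposited by the authors, the log2 values were normalized over the arrays together and summarised to 1 value per probe set and array with the DFW method in R, without a stated filter. The values of 31099 probe sets lie between 4.93 and 14.43 and were taken as log2 from this range, since no log base is stated with them. DFW contracts differences between arrays very unequally, so that 168 probe sets had a range over 0.01 and the median SD was 2.46e-06. This affects the ranks on which Rank Products rests, because probe sets with a wide spread take the extreme ranks in any comparison. Of the called probe sets, 219 were among the 1000 with the largest range. The raw array images and the miRNA arrays were not used here, and neither the canonical pathway analysis nor the infarct volumes were recomputed. Signal over background cannot be given, since the values hold no background estimate, and the number of arrays limits the precision.

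Rank Products was written anew in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, for 2 unpaired classes with all 9 differences between an MCAO and a sham array and 100 permutations of the probe sets within each array. The 57 control probe sets were left out, which left 31042. As a check, the FDRs were set beside those of Table S1, of which 212 of the 232 probe sets could be read. The median difference was 0.00146 for 176 downregulated probe sets (largest 0.00358) and 0.00109 for 36 upregulated probe sets (largest 0.00335), and 208 of the 212 had an FDR under 0.05 here. The overlap with the full table was planned and not run, because the table was readable only in part. limma 3.58.1 in R 4.3.3 gave log2 differences, standard errors and adjusted p values (Benjamini-Hochberg over all probe sets tested). Exact permutation tests were two-sided over the 10 splits of the 6 arrays, apart from the one-sided test of distances between arrays.

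Gene symbols came from the annotation table of the array, and 20758 of the 20837 probe sets with 1 symbol matched a gene of the GRCr8 reference by gene ID. Probe sets with several symbols or none were left out of the lists and carry the name that Table S1 gives them. Each of 14224 genes was represented in the lists by the probe set with the highest mean. The tests, the alternatives, the 28 gene lists and the rule for naming genes were set before the data were examined, except that Table S1 had been read. Genes were named from those of the results text and of Tables 2, 3 and 4, the 10 probe sets with the largest difference in each direction among those called and fully separated between the groups, and the 4 members of each list with the largest difference. Genes counted by name as called members of a list, and those named for their loading, follow from the results. Of the lists, 27 had at least 5 measured members and were tested with camera, adjusted over the 27, with a preset correlation of 0.01 and, as an alternative, an estimated correlation. FDRs of members were also computed over the list alone.

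The alternatives were limma in place of Rank Products, an intensity trend, same-numbered rats as blocks, an FDR of 0.01, the brighter 15521 probe sets, control probe sets kept, quantile normalization, centring of each array on its median, rank sums, other probe sets of a gene and leaving out each rat in turn. After the results were seen, scaling of each probe set to a more equal spread was added, by its range to the power of 0.75 or to unit SD, together with 20 simulations of 6 arrays with no group difference in which each probe set kept its own mean and SD within groups. Rank Products was run with 20 permutations in these simulations, against 100 in the real arrays. The methods were tested on simulated data. With 200 of 31042 probe sets changed by 6 SD, Rank Products recovered 99.5% when every probe set had an equal SD, with 1 other call, and 7.5% when each kept its own SD, with 206 other calls. With each probe set scaled to unit SD it recovered 0%, so that this alternative had no power. limma recovered none at 3 or 6 SD and 90.5% at 12 SD, with 13 other calls. camera called no list when none was shifted, and called the T cell list at an adjusted p of 8.83e-07 when it was lowered by 1 SD. The other splits of the real arrays gave 3 to 21 called lists, so this simulation does not show how often camera calls lists falsely here.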

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

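The lists below were picked, after the results were seen, from those that were called and that the paper does not discuss as groups, although 5 of the 6 hold genes of the readable part of Table S1. Each was called by camera at the preset correlation, and none with an estimated correlation.

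The erythroid list was lower in the MCAO group (adjusted p = 5.49e-06, and 0.495 with an estimated correlation), with 9 of 37 measured genes downregulated and 1 upregulated (22 lower and 3 higher when adjusted over the list alone). Car1, the carbonic anhydrase of red cells, had a log2 difference of -0.0095 (SE 0.0035), Phospho1 had -0.0059 (SE 0.0020) and Tfrc, the transferrin receptor, had -0.0066 (SE 0.0049), while Hba-a3, a hemoglobin chain, was called higher at 0.015 (SE 0.018). Of its genes 12 are in Table S1, and without them the adjusted p was 0.00382. The call was lost after quantile normalization (adjusted p = 0.0627) and held without any 1 of the rats (9.42e-09 to 0.00364).

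The platelet and megakaryocyte list was higher (adjusted p = 0.00841, and 0.541 with an estimated correlation), with Rab27b, Slc18a2 and Slc6a4, the serotonin transporter of platelets, upregulated among 30 genes and none downregulated (8 higher when adjusted over the list alone). Of its genes 4 are in Table S1, and without them the call was lost (adjusted p = 0.144). Its mean shift was to the lower side with arrays centred on the median (adjusted p = 0.484) and without MCAO rat 3 (0.531), and the call was lost without sham rat 1 (0.364).

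The neutrophil list was higher (adjusted p = 0.0442, and 0.503 with an estimated correlation), with Csf3r and Il1r2 called higher and Lrg1 and S100a9 called lower among 21 genes (6 higher and 3 lower when adjusted over the list alone). Csf3r, the receptor for G-CSF, had 0.013 (SE 0.019). S100a9 and Lrg1 were called lower although their means were higher in the MCAO group, by 0.0027 (SE 0.028) and 0.0050 (SE 0.022), since MCAO rat 1 lay lowest and MCAO rat 3 highest of the 6 rats. Of its genes 4 are in Table S1, and without them the call was lost (adjusted p = 0.143). The direction of the list turned with centring on the median (adjusted p = 0.769) and without MCAO rat 3 (0.531), and the call was lost without sham rat 1 (0.109), 2 (0.0624) or 3 (0.241), after quantile normalization (0.620), among the brighter probe sets (0.0516), with all probe sets of each gene (0.0935) and with rats as blocks (0.0837).

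The inflammatory cytokine and chemokine list was higher (adjusted p = 0.0327, and 0.416 with an estimated correlation), with Ccl5 downregulated and none upregulated among 35 genes (1 lower and 3 higher when adjusted over the list alone). Il1b had 0.010 (SE 0.021). Of its genes 2 are in Table S1. With all lists taken without such genes, its unadjusted p fell from 0.0121 to 0.00772, and its call was lost only by the adjustment over the lists (adjusted p = 0.0521). The call was lost without MCAO rat 1 (0.0611) or 3 (0.23) and without sham rat 1 (0.0809), 2 (0.0624) or 3 (0.156), after quantile normalization (0.903), with arrays centred on the median (0.971) and among the brighter probe sets (0.0568).

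The ribosomal protein list was lower (adjusted p = 0.0442, and 0.622 with an estimated correlation), with Rpl3, Rpl6 and Rps9 downregulated among 46 genes and none upregulated (8 lower when adjusted over the list alone). Of its genes 3 are in Table S1, and without them the call was lost (adjusted p = 0.143). It lay on the higher side without MCAO rat 1 (adjusted p = 0.280), and the call was lost without sham rat 2 (0.173) or 3 (0.844), after quantile normalization (0.620) and among the brighter probe sets (0.0568).

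The brain cell list was higher (adjusted p = 0.0312, and 0.416 with an estimated correlation), with no called member among 25 genes, also when adjusted over the list alone, and a higher mean in 20 of them. The differences were minute: Mbp, myelin basic protein, had 1.1e-05 (SE 8.9e-06) and Mog, another myelin protein, had 6.1e-06 (SE 5.9e-06). Nrgn, which belongs also to the platelet list, had a larger difference on the lower side, at -0.00024 (SE 0.00082). The direction turned after quantile normalization (adjusted p = 0.859), and the call was lost without MCAO rat 1 (0.679) and without sham rat 2 (0.0721) or 3 (0.0752), with arrays centred on the median (0.249), and without members in Table S1 (0.0562), where only the adjustment over other lists changed.

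Over all lists, camera called 13 of 27 between the groups, 9 lower and 4 higher. Of the 10 splits of the arrays into 3 and 3, 5 gave at least as many called lists, the real split included, and the highest other gave 21. A share of splits under 0.05 cannot be reached with 10 splits.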

How the results depend on the processing

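The rule that an uncalled list or a distance ratio may cross its neutral value without counting as a turn was set after the values were seen. The count of 227 called probe sets (188 lower, 39 higher) moved to 120 (90 lower) among the brighter 15521 probe sets, to 112 (87 lower, 25 higher) after quantile normalization, to 79 (52 lower) at an FDR under 0.01, and to 0 in each direction by limma, by limma with an intensity trend and by limma with same-numbered rats as blocks (1150, 1193 and 1929 probe sets at an unadjusted p under 0.05). Rank sums gave 18 higher, and 177 in all. Keeping the control probe sets gave 232. Centring on the median cannot change a rank, so it is no test of these calls. Of alternatives added after the results were seen, the fourth root of each range gave 103 (76 lower) and unit SD gave 0 in both directions, where the method had no power. Without 1 rat the count ran from 14 to 386 (12 to 338 lower, 2 to 93 higher), with 347, 199 and 386 without MCAO rat 1, 2 or 3 and 63, 23 and 14 without sham rat 1, 2 or 3. limma called 0, but 62 after quantile normalization and 0 to 1 without 1 rat, the 1 call being without sham rat 1.

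Same-numbered rats as blocks gave 358 called probe sets (292 lower, 66 higher) by Rank Products. The paper states no pairing by these numbers, and the correlations do not decide it. Over probe sets at unit SD, the same-numbered rats had r = 0.215, 0.0399 and 0.0631. The other pairs ran from r = -0.238 (MCAO rat 3 with sham rat 1) to 0.174 (MCAO rat 3 with sham rat 2). The genes are not independent replicates.

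Of the 31 probe sets of Table 2's molecules, 18 were called among the brighter probe sets, 16 after quantile normalization, 13 by rank sums, 16 at an FDR under 0.01, 17 with the fourth root, 0 with unit SD, 0 by limma (with or without a trend or blocks) and 4 to 28 without 1 rat (12, 5 and 4 without sham rat 1, 2 or 3). Of the 6 of Table 3, 2 were called after quantile normalization, 0 by rank sums, 1 at an FDR under 0.01, 1 with the fourth root, 0 with unit SD, 0 by limma in each form and 0 to 5 without 1 rat (3, 1 and 0 without sham rat 1, 2 or 3). Of the 3 target mRNAs, 0 were called among the brighter probe sets, after quantile normalization, by rank sums, at an FDR under 0.01, with the fourth root, with unit SD, by limma in each form or at other probe sets of the same genes, and 0 to 3 without 1 rat (0 without MCAO rat 1 or any sham rat).

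Of 27 lists, 13 were called, against 0 with an estimated correlation, 3 without the members in Table S1, 7 among the brighter probe sets, 8 after quantile normalization, and 3 to 18 without 1 rat (4 without MCAO rat 1, 3 without sham rat 2, 8 without sham rat 3). The adjusted p of each list whose call changed follows. The values with arrays centred on the median test no list, since centring adds a shift to MCAO rat 1. With an estimated correlation, calls were lost at 0.412 for B cell, 0.416 for cytokine and brain cell, 0.495 for T cell, NK, erythroid, MHC class II, T cell receptor and CD molecule, 0.503 for neutrophil, 0.541 for platelet, 0.554 for actin and 0.622 for ribosomal protein genes. Without the members in the readable part of Table S1, they were lost at 0.0521 for cytokine and 0.0562 for brain cell genes, in both through the adjustment over the other lists alone, since the unadjusted p fell for the first and the second has no member there, and at 0.0613 for NK and T cell receptor, 0.0656 for actin, 0.143 for neutrophil and ribosomal protein, 0.144 for platelet, 0.152 for CD molecule and 0.175 for MHC class II genes. Among the brighter probe sets, they were lost at 0.0516 for neutrophil, 0.0568 for cytokine and ribosomal protein, 0.0627 for NK and MHC class II and 0.118 for CD molecule genes. After quantile normalization, they were lost at 0.0627 for erythroid, 0.216 for CD molecule, 0.541 for NK, 0.620 for neutrophil and ribosomal protein and 0.903 for cytokine genes, turned at 0.859 for brain cell genes, and were gained at 0.0192 for Fcγ receptor and 0.00203 for heart muscle genes. With arrays centred on the median, calls turned at 0.769 for neutrophil and 0.484 for platelet genes, were lost at 0.971 for cytokine and 0.249 for brain cell genes, and were gained at 0.0111 for MHC class I, 0.00119 for interferon-induced, 0.00114 for NFAT, 2.03e-05 for fMLP, 1.57e-06 for CXCR4, 1.86e-07 for Fcγ receptor and 6.77e-07 for interleukin 8 genes. With all probe sets of each gene, calls were gained at 0.0175 for MHC class I, 0.0221 for interferon-induced and NFAT and 0.0120 for interleukin 8 genes and lost at 0.0935 for neutrophil genes, and with rats as blocks they were lost at 0.0642 for NK and 0.0837 for neutrophil genes.

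Without 1 rat, the adjusted p of called lists ran from 4.27e-06 to 0.123 for T cell (highest without MCAO rat 1), 0.000228 to 0.560 for NK (sham rat 2), 0.000211 to 0.446 for MHC class II (MCAO rat 1), 1.26e-05 to 0.446 for T cell receptor (MCAO rat 1), 2.34e-08 to 0.966 for actin (MCAO rat 1), 0.00315 to 0.590 for CD molecule (MCAO rat 1), 0.000331 to 0.531 for neutrophil (MCAO rat 3, turned), 6.66e-05 to 0.531 for platelet (MCAO rat 3, turned), 0.00989 to 0.230 for cytokine (MCAO rat 3), 0.000563 to 0.844 for ribosomal protein (sham rat 3; turned without MCAO rat 1 at 0.280) and 0.00173 to 0.679 for brain cell genes (MCAO rat 1). For lists not called it ran from 0.00223 to 0.760 for MHC class I, 4.82e-05 to 0.940 for interferon-induced, 0.00441 to 0.966 for NFAT, 0.00142 to 0.688 for fMLP, 0.00173 to 0.595 for CXCR4, 0.000228 to 0.990 for Fcγ receptor, 0.00261 to 0.591 for interleukin 8 and 0.00474 to 0.688 for pancreatic acinar genes, each lowest without MCAO rat 3.

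Of named probe sets, Ifi27 (FDR 0.00321) and RT1-T24-4 (0.00121) were called lower instead of higher without MCAO rat 3, the latter also with rats as blocks (0.00161), and S100a9 was called higher without MCAO rat 1 (0.00821). Without 1 rat, the FDR of Ifi27 ran from 0 to 0.697 (without sham rat 1) and that of S100a9 from 0.000833 (without MCAO rat 3) to 0.455 (without sham rat 2). For named probe sets, centring aside, 1144 values under an alternative were on the same side of the threshold, 499 lost the call, 38 gained it and 4 turned; for lists, 253, 69, 23 and 6. The distance ratio of 0.990 ran from 0.769 to 1.37 without 1 rat and was 1.03 with rats as blocks, with no exact p under 0.1 possible. Beyond fewer probe sets or rats and the stricter FDR, the cause was not tested. The overlap with the full Table S1 was not run.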

Differences from the paper's values

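For Cd74 the paper's FDR is 0.0003, and the FDR here was 0 in 100 permutations. None of the alternatives set before the data were examined came within 1.5 times of the paper's value. Among them, the FDR was 0.00143 with control probe sets kept, 0.00154 among the brighter probe sets, 0 with same-numbered rats as blocks and after quantile normalization, 0.406 by rank sums and 0 to 0.0569 without 1 rat. The smallest FDR above 0 was 0.00133, without MCAO rat 2. An FDR from 100 permutations moves in steps, so a value as small as 0.0003 was not resolved at this probe set. The gene was called lower in the paper and here.

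At the same FDR threshold the paper counts 232 DEGs, 42 upregulated and 190 downregulated, against 227, 39 and 188 here. With the control probe sets kept, the counts were 232, 42 and 190, equal to the paper's. Of the 212 probe sets of Table S1 that could be read, 4 were not called here: Ccl6 (the paper's FDR 0.0481, here 0.0502), H2al2l (the paper's 0.0492, here 0.0503), Sync (the paper's 0.0476, here 0.05) and a probe set that Table S1 gives as Npm1 and another locus (the paper's 0.0494, here 0.05). All 4 were called with the control probe sets kept, at FDRs of 0.0495, 0.0494, 0.0485 and 0.0494 in this order. Ccl6 and H2al2l were also called without MCAO rat 1, the Npm1 probe set with rats as blocks and without MCAO rat 2 or 3, and Sync with rats as blocks, by rank sums, without MCAO rat 3 and with the fourth root of each range. The last of these was chosen after seeing the values.

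The text and the legend of Fig. 2 describe a general clustering of samples within each group. Here the mean distance between groups was 0.990 times that within groups (exact permutation p = 0.6), and the split with the highest ratio, 1.09, set MCAO rats 1 and 2 with sham rat 3. The ratio lay above 1 without sham rat 1 (1.37) and without sham rat 2 (1.27). With same-numbered rats as blocks it was 1.03 (exact permutation p = 0.3). In that setting the split of MCAO rats 1 and 2 with sham rat 3 gave 1.14, so the 1.03 is no sign of clustering by group.

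Table 2 gives eNOS signaling as downregulated, and the probe sets of its molecules Hspa1a, Hspa8, Hsp90ab1 and Hsp90aa1 were called higher here and in Table S1, while those of Prkcb and Akt2 were called lower. It gives PI3K signaling in B lymphocytes as upregulated, and the probe sets of its molecules Cr2, Chp1, Prkcb, Ptprc and Akt2 were called lower here and in Table S1. Acer2, in its downregulated sphingosine-1-phosphate pathway, was called higher, with log2 differences of 0.00044 (SE 0.00014) and 0.00064 (SE 0.00014).

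The Discussion gives the target mRNAs of the miRNAs as upregulated, whereas the Results and Table 4 give them as downregulated. Here H2afz, Ptprc and Srsf2 had log2 differences of -0.0059, -0.0071 and -0.0030.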

Other observations

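Other gene groups of the blood, set in advance, were not called as wholes in the chosen setting. Calls with arrays centred on the median are given but test no list. Of 42 interferon-induced genes, Ly6e, Rsad2 and Slfn4 were downregulated and Ifi27 was upregulated (8 lower and 2 higher when adjusted over the list alone; adjusted p = 0.173 by camera). The list was called lower with arrays centred on the median (adjusted p = 0.00119), with all probe sets of each gene (0.0221) and without MCAO rat 3 (4.82e-05) or sham rat 3 (0.0251). Its direction turned to higher without MCAO rat 1 (0.940) and without sham rat 2 (0.674). Ifi27 had a log2 difference of 0.062 (SE 0.086) and was called lower without MCAO rat 3 (FDR 0.0032). Of 19 MHC class I genes, RT1-CE10, RT1-CE12 and RT1-T24-3 were called lower and RT1-T24-4 higher (3 lower and 1 higher when adjusted over the list alone; adjusted p = 0.259). RT1-EC2, which Table S1 names and the annotation does not, is not among the 19 and was called lower at -0.23 (SE 0.11), with sham rat 1 at 5.39 within the MCAO rats and sham rats 2 and 3 at 5.75 and 5.73. The MHC class I list was called lower with centring (0.0111), with all probe sets (0.0175) and without MCAO rat 3 (0.00223). Its direction turned to higher without MCAO rat 1 (0.725). RT1-T24-3 was called lower although its mean was higher in the MCAO group, by 0.0045 (SE 0.024), with MCAO rat 3 highest of the 6 rats. Of 25 glucocorticoid-responsive genes, Il1r2, a decoy receptor of interleukin 1, was upregulated and none was downregulated (1 lower and 3 higher when adjusted over the list alone; adjusted p = 0.195). Tsc22d3, a glucocorticoid target, had -0.0011 (SE 0.0022). Asns was downregulated among 24 genes of the endoplasmic reticulum unfolded protein response (1 lower when adjusted over the list alone; adjusted p = 0.952). Of 36 proliferation genes, Ube2c and Ube2s were downregulated and Mki67, a marker of dividing cells, was upregulated (2 lower and 1 higher when adjusted over the list alone; adjusted p = 0.345). Mki67 had 0.0018 (SE 0.00053) with every MCAO rat above every sham rat.

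Lists of heart muscle and pancreas were not called in this setting, but the first was called higher after quantile normalization (adjusted p = 0.00203) and the second without MCAO rat 3 (0.00474) or sham rat 1 (0.0404). None of 20 heart muscle genes was called (0 when adjusted over the list alone; adjusted p = 0.121). Ctrb1, the pancreatic protease precursor chymotrypsinogen, was upregulated among 24 pancreatic acinar genes (1 higher when adjusted over the list alone; adjusted p = 0.0846), where MCAO rat 2 alone was high at 5.91 and the other rats lay between 5.70 and 5.71. Of the immunoglobulin list 3 genes were matched by symbol, too few for a test as a whole, and none was called (1 higher when adjusted over the list alone). Table S1 gives 5 other probe sets as genes of this list, which the annotation names otherwise or not at all, Ighvl1 among them. All 5 were called lower, by log2 differences from -0.025 to -0.0022, and in 4 of them every MCAO rat lay below every sham rat, but they were chosen on these rats.

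In the tests below, those of unequal spread, of separation, of fewer lymphocytes and of sham rats 2 and 3, and the split count of Rank Products, were chosen after the results they bear on were seen. The others were set down before.

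The number of called probe sets may follow from the unequal spread of the normalized values. In 20 simulated experiments with no group difference, each probe set kept its own SD. Rank Products, with 20 permutations in each, called 165 to 243 probe sets (median 197, SD 21.8). In the real arrays, with 100 permutations, it called 227. The simulations gave 74 to 134 lower and 70 to 129 higher calls, against 188 and 39 in the real arrays, which argues against unequal spread alone as the source. The simulations drew each probe set independently, and unequal directions were seen in other splits of the real arrays as well (523 lower and 43 higher in the split with the most calls), so the part of unequal spread stays open. For a difference that separates the groups, 99 called probe sets had every MCAO rat on the same side of every sham rat, against 70 to 116 in the simulations, which decides nothing. A first form of this test, over all probe sets, gave 8.41% separated, against 10% by chance and 21.6% in the highest other split, which spoke against a separating difference. It was replaced by the test on called probe sets after that value was seen, because it diluted them. Of the 10 splits, 3 gave at least 227 calls by Rank Products, the real one included, and the highest other gave 566, with MCAO rats 1 and 2 and sham rat 1 on one side, which points to a structure of the samples other than the groups. By limma all 10 splits gave at least the real 0 calls, with 1 in the highest other, and 10 splits cannot give a share under 0.05.

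The lower lymphocyte and MHC class II genes could come from fewer lymphocytes in the blood of the MCAO rats or from lower expression per cell. A first test, whether the B, T and NK cell lists were called lower, only restates the pattern and was dropped, as was a requirement that 2 of them also be called with an estimated correlation, since no list was called in this way in any of the 10 splits. A lower share of lymphocytes would raise the genes of other blood cells alike. Of the neutrophil, monocyte, platelet and erythroid lists, 1 was called lower, the erythroid list (adjusted p = 5.49e-06), while the neutrophil (0.0442) and platelet (0.00841) lists were called higher and the monocyte list was not called (0.912). The lower erythroid list goes against fewer lymphocytes alone, whereas the higher neutrophil and platelet lists go with this explanation. The latter turned lower without MCAO rat 3 (adjusted p = 0.531 each). They also turned lower with arrays centred on the median (0.769 and 0.484), which adds a shift to MCAO rat 1 and decides nothing. The erythroid call was lost after quantile normalization (0.0627). None of these calls was made with an estimated correlation, but that setting called no list in any split and cannot decide. The explanation therefore stays open. No cell counts were available. Another candidate explanation is that sham rats 2 and 3 lay apart from the other 4 rats. Sham rat 1 was nearer to the MCAO mean than to the mean of sham rats 2 and 3 in 76.9% of the 13 called probe sets of the genes of these lists, all probe sets of a gene counted, but also in 72.6% of the 175 others called lower, so this says nothing of lymphocyte genes in particular and decides nothing.

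By 1 hypothesis, called genes neighbour each other through alleles that differ between outbred rats or through an effect of MCAO on neighbouring genes. On the chromosomes no excess was found among pairs whose symbols differ in their first 3 letters. Among 163 called genes with a place in the GRCr8 reference, 4 pairs were next to each other or 1 gene apart, against a median of 3 in 10000 random sets matched on mean expression (95th percentile 6, permutation p = 0.392). They were Phf7 with Bap1, Fli1 with Ets1, Trak2 with Stradb and Arpc2 with Aamp. Pairs of 1 gene family were to be left out, and were recognised by the first 3 letters of their symbols. This left out every pair of RT1 genes, so neighbouring RT1 genes of the MHC were not tested. The rule kept Fli1 and Ets1, both of the ETS family. Without them 3 pairs remain, the median of the random sets. Of the 9 other splits, 4 had more such pairs per called gene than the real split, at 2.45 per 100 called genes, with 5.56 in the highest. The splits had from 31 to 419 called genes, and pairs per called gene depend on that number, so this comparison decides nothing. The random sets left no excess to assign to either form of the hypothesis, and neither could be decided. Fli1, Ets1, Stradb and Aamp are named after their values were seen.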
